A study of Mus musculus with 12 samples. Its data were reported in "Mapping the genetic landscape establishing a tumor immune microenvironment favorable for anti-PD-1 response" (2025).

How the data were processed

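Single-cell RNA sequencing (10x Genomics 5′ chemistry) measured transcripts in tumors of the mouse colon carcinoma line MC38, grown under the skin of female mice. Hosts were F1 animals of C57BL/6J (B6) and a Collaborative Cross (CC) strain, one of a panel of inbred strains bred from several founder strains, or B6 animals. Each animal received a single dose of 200 µg of isotype control antibody or of an antibody against PD-1 (aPD1), and the tumor was taken 48 h later, frozen, dissociated and sorted to enrich CD45-positive cells. Specimens were marked with hashtag antibodies and pooled into 12 libraries, each with an isotype and an aPD1 tumor of 2 strains. No hashtag was shared by isotype and aPD1 tumors, so an effect of the hashtag cannot be told apart from that of treatment. The replicate was the tumor, that is 1 hashtagged specimen of 1 pool, and never the cell.

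The authors deposited a table of raw UMI counts per gene and cell. A unique molecular identifier (UMI) marks 1 captured transcript. They aligned reads to GRCm38 with GENCODE vM23 using Cell Ranger count, assigned hashtags to specimens, and removed cells with a high mitochondrial or ribosomal share. The highest shares left were 14.99% mitochondrial and 44.99% ribosomal protein gene UMIs. The other deposited tables give the cell barcodes, the gene symbols, and for each cell its library, treatment, animal, strain, hashtag and a cluster number from the authors' own clustering. All 150064855 entries of the count table were whole numbers, up to 5685, and all 93126 cells carried a strain and a treatment that the label of their pool names. The table of hashtag sequences was not used here. One animal identifier stands on 2 tumors, the CC080 isotype tumor of pool 3 and the CC080 aPD1 tumor of pool 4; both were kept as separate tumors, and leaving both out was an alternative.

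The labels name strains and treatments. The response class of a strain, responder (CC001, CC002 and CC075) or non-responder (CC036, CC079 and CC080), is the study's classification from tumor growth in other animals; the sample labels name the strain but not its class. B6 and CC007 tumors were placed in no class.

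The clusters carry numbers without names, so each was named from marker lists fixed before the data were examined, as were the comparisons, the tests, the alternatives not called later additions, and the genes to be named. A class was open to a cluster when at least 3 markers and 50% of its list reached 100 CPM (counts scaled to a total of 1000000), and the open class whose markers scored highest over the mean of all clusters gave the name. A cluster was left unnamed where its 10 genes of largest fold, each of at least 50 CPM, held more markers of another class. Clusters 2, 4, 5, 9, 15, 17, 19, 21, 26 and 27 were named monocyte/macrophage (68059 cells, called macrophages from here on), clusters 1, 3, 7, 8, 10, 12, 13, 23 and 24 T/NK cells (12021 cells), cluster 14 cDC2, cluster 6 cDC1, cluster 11 migratory DC, cluster 18 pDC, cluster 22 fibroblasts and cluster 16 granulocytic cells. Cluster 20 had 3 of 7 fibroblast markers at 100 CPM and 3 of 8 MC38 markers at 10 CPM, and cluster 25 had all 6 B cell markers beside MC38 and keratin genes. Both were left unnamed (3660 cells), and no cluster was named B cell or MC38. CTLs (CD8 T cells) were clusters 3 and 13, which were not chosen by the marker lists but taken from the study. The study reported these clusters as CTLs enriched in responder strains in these same tumors. A comparison of their share between classes is therefore not independent evidence. Cells with a Cd8a or Cd8b1 UMI made up 88.2% of cluster 3 (median 2823 UMIs per cell) and 63.9% of cluster 13 (median 2549), against a background of 0.348% in macrophage cluster 2 (median 3881). Such cells also made up 67.3% of cluster 1 and 34.7% of cluster 7, which were not counted as CTLs. Cluster 13 had more Ifng (6314 CPM) than the other cells together (27.3 CPM).

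Values per tumor were the T/NK, macrophage and CTL shares of all cells, and 3 measures of the response to interferon gamma (IFN-γ). The IFN-γ signature of macrophages was the mean over 18 genes of log2(CPM + 1) of the summed macrophage counts; the genes are mouse counterparts of a published profile. For the IFN-γ-high macrophage share, cells of at least 1000 UMIs were thinned at random to 1000 UMIs, since scores per cell move with depth. Macrophages in the upper 25% of the signature score over all tumors were then called high, as a share of all thinned cells. Thinning left out 1259 cells (8.00%) of responder isotype tumors, 1948 (8.62%) of responder aPD1 tumors, 1595 (8.06%) of non-responder isotype tumors and 1052 (5.93%) of non-responder aPD1 tumors. Of the 63780 thinned macrophages 15938 were high, and 12.7% had a score within 10% of the threshold, so the share depends on where it lies. The Cxcl9/Spp1 ratio was the log2 ratio of the summed counts of all cells with 1 count added to each gene.

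Shares and scores were compared with two-sided permutation tests of the Wilcoxon rank-sum statistic. All regroupings were enumerated where a group had under 10 tumors, and 100000 were drawn otherwise. In comparisons of response classes these tests take tumors, or pairs, as independent, although each class holds only 3 strains. Strain means, 3 against 3, cannot give p under 0.1. A smaller p can therefore come from differences between these strains and does not by itself tie them to response. A difference between treatment effects was tested on the aPD1 minus isotype difference of each strain in each pool, with responder against non-responder pairs. The 24 tests form 1 family for the Benjamini-Hochberg adjustment. Errors are standard deviations (SD) over tumors unless a standard error (SE) is named.

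Genes were tested on raw counts summed per tumor and cell class (at least 20 cells) with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), with TMM scaling, filterByExpr, the quasi-likelihood test and a Benjamini-Hochberg adjusted p of 0.05 as the threshold. The model held treatment where strains were compared, strain where treatments were compared, and strain and treatment for their interaction. On simulated data with 200 genes changed by 2-fold, the 5 fits recovered between 91.5% and 98.5% of them, and the T/NK fit had the most false calls (8.37% of its calls). Simulated tumors were drawn independently around 1 mean per gene, without strain or pool effects, and only genes of at least 10 CPM were changed. These rates therefore do not cover calls that arise from differences between strains. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and biopython 1.88. Gene positions are from GENCODE vM21 (GRCm38), which held 97.75% of the symbols; H2-Ea is not among the symbols and was not analysed here.

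Genes named in the text follow a rule with 3 parts. The first is a list taken from the questions of the study: Cxcl9, Spp1, Ifng, Cd274, Il2ra, Il2rb, Il2rg, Csf2rb, Cd8a, Tox, Lag3, Pdcd1, Gzmb and Prf1. Another gene of the list is not reported here but stayed in the adjustment over the list, and counts of listed genes leave it out. The study discusses several of them from these same tumors, so a count adjusted over the list alone is not independent evidence. The second is, for each edgeR comparison, the 3 genes of smallest adjusted p in each direction among those past the threshold with a mean of at least 10 CPM; for the strain comparisons every responder strain mean also had to lie on one side of every non-responder strain mean. The third is H2-K1, H2-D1, H2-Aa, H2-Ab1 and H2-Eb1, where host haplotypes can move a value. Other genes are said to be chosen after their values were seen.

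Tumors of a pool share a library, which was checked on macrophage profiles after removing the mean of each response class and treatment. The median correlation was 0.214 between the responder and the non-responder tumor of a pool and treatment (16 pairs), 0.422 between the aPD1 and the isotype tumor of a pool and strain (19 pairs, which also share their strain), and −0.032 between tumors of different pools and strains (328 pairs). Pools or pairs as blocks were therefore an alternative in the comparisons of values and of genes, except the differences between treatment effects in values, which rest on pairs already. The comparisons of Ifng and of clusters 3 and 13 between classes, and the relations over tumors, were run without blocks. The labels give no processing date. Pools 1 to 6 and 7 to 12, split by pool number, are called batches here. Many macrophage genes differed between tumors of pools 11 and 12 and tumors of pools 1 to 5 of the same strains. That comparison cannot tell a batch from those libraries, nor place a break between pools 6 and 7. Values are also given within pools 1 to 5 and within pools 8 to 12, the pools of each batch that hold classed strains.

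Doublets were sought with Scrublet in scanpy at an expected rate of 6%. Its automatic threshold marked 144 cells (0.15%), which were kept; leaving out the top 2% of scores in each pool (1864 cells) was an alternative. The other alternatives were DESeq2 1.42.0 in place of edgeR, scaling by library size alone, no filter beyond 1 count, at least 50 cells, strains as replicates, strain means, each strain left out in turn, cells of at least 1000 UMIs, shares of immune cells, CTLs defined by UMIs of Cd8a or Cd8b1 and a Cd3 gene, no thinning, the signature without its 3 MHC genes or without its 7 T and NK cell genes, other added counts, and the ratio from macrophages alone. Those chosen after seeing the data were leaving out the 2 tumors of 1 animal identifier, leaving out the tumor of under 500 cells, dropping macrophage clusters 15 and 19 or T/NK cluster 12, adding cluster 1 to the CTLs, keeping only high macrophages of clusters 2, 5 and 26, and 6 libraries summed per strain over both treatments. Raw reads and data types other than these counts were not analysed here.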

Results

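The data were UMI counts in cells of 48 MC38 tumors, in which 26938 gene symbols had a count. Strains that the study classed as responders to aPD1 (CC001, CC002 and CC075 F1 hosts) gave 10 isotype tumors with 15734 cells and 10 aPD1 tumors with 22598 cells. Strains classed as non-responders (CC036, CC079 and CC080 F1 hosts) gave 9 isotype tumors with 19780 cells and 9 aPD1 tumors with 17756 cells. Another 10 tumors, of B6 and CC007 hosts, belong to no class. Cells per tumor ranged from 53 to 3082, and UMIs per cell had a median of 3333.5. Total UMIs per tumor ranged from 808362 to 10457276 in responder isotype, 6266205 to 17713491 in responder aPD1, 2601337 to 14596054 in non-responder isotype and 7337526 to 13504240 in non-responder aPD1 tumors. The tumor of fewest cells in a classed strain was the CC002 isotype tumor of pool 12, with 248 cells.

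The first question was whether tumors of responder and non-responder strains differ in their immune cells, before treatment (isotype) or 48 h after aPD1. Among isotype tumors, T/NK cells made up 14.3% ± 9.72 (SD, n = 10) of cells in responder and 15.6% ± 14.5 (n = 9) in non-responder strains, and the difference was within the spread between tumors (exact p = 0.78, adjusted 0.832). Its mean was −1.23 percentage points while the difference of medians was 4.39. Over the alternatives it ranged from −5.71 without CC079 to 1.80 without CC001, and pools as blocks gave 0.118. Macrophages made up 72.05% ± 9.98 and 68.4% ± 14.8 (exact p = 0.842, adjusted 0.842). Among aPD1 tumors, the T/NK share was 15.2% ± 8.95 in responder and 7.07% ± 3.94 in non-responder strains (exact p = 0.0172, adjusted 0.0413), and 6 of 10 responder tumors lay above every non-responder tumor. The macrophage share was 71.9% ± 9.00 and 79.4% ± 5.63 (exact p = 0.035), which did not pass after adjustment (0.07).

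Within batches, the T/NK difference of aPD1 tumors was 9.455 percentage points in pools 1 to 5 (exact p = 0.0317, 5 against 5 tumors). It was 6.51 in pools 8 to 12 (exact p = 0.413, 5 against 4 tumors), which did not pass alone. With pools as blocks it was 9.24 (higher in 7 of 8 pools, exact p = 0.0156). The macrophage difference of aPD1 tumors was −8.72 (exact p = 0.0952) and −5.76 (exact p = 0.413). In isotype tumors the T/NK difference was 0.592 (exact p = 0.69) and −3.93 (exact p = 0.905), and the macrophage difference 1.625 (exact p = 0.841) and 6.81 (exact p = 0.73).

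**Figure D1:**
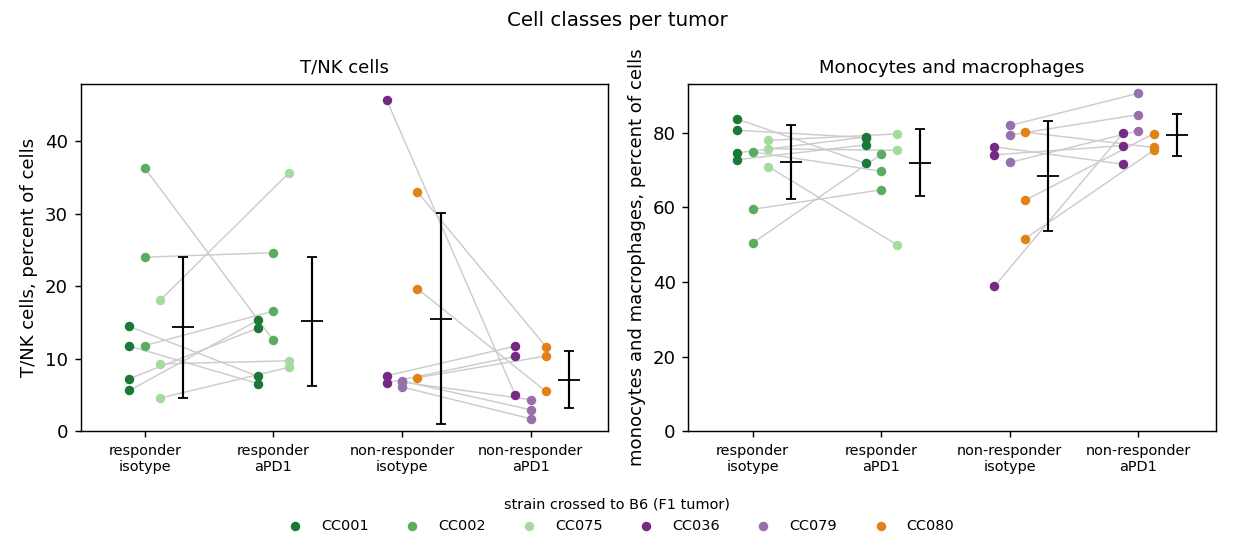
Share of all cells (%) in T/NK and in macrophage clusters, by response class and treatment; points are tumors colored by strain, grey lines join the isotype and aPD1 tumor of a strain and pool, and black bars are mean ± SD (n = 10 or 9). With aPD1, 6 of 10 responder tumors lay above every non-responder tumor in T/NK share, while isotype tumors overlapped.

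CTLs, the CD8 T cells of clusters 3 and 13, made up 6.64% ± 5.36 (n = 10) of cells in isotype tumors of responder strains and 2.60% ± 3.29 (n = 9) of non-responder strains, a difference of 4.04 percentage points (exact p = 0.0435). It did not pass after adjustment (0.0803), and 2 of 10 responder tumors lay above every non-responder tumor. Leaving out CC002 moved it most, to 2.13 (exact p = 0.174), without the tumor of under 500 cells it was 2.72 (exact p = 0.077), and with pools as blocks it was 3.55 in 8 pools (exact p = 0.0781). In aPD1 tumors the CTL share was 5.54% ± 3.96 and 0.902% ± 0.695 (exact p = 0.000152, adjusted 0.00122), with 9 of 10 responder tumors above every non-responder tumor. Within pools 1 to 5 and pools 8 to 12 the difference was 4.99 (exact p = 0.00794) and 4.24 (exact p = 0.0635) with aPD1, and 3.55 (exact p = 0.0556) and 4.36 (exact p = 0.556) with isotype.

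A second question was which macrophages carry a response to IFN-γ. Only clusters named macrophage were scored, so other cell types were not compared here, whereas the study compared all clusters. Of all macrophages in the upper 25% of the 18-gene signature score, 83.8% lay in clusters 2, 5 and 26, which held 71.5% of the macrophages scored, and 9.26% lay in cluster 21. IFN-γ-high macrophages made up 18.3% ± 6.02 (n = 10) of cells in isotype tumors of responder and 10.6% ± 6.56 (n = 9) of non-responder strains (exact p = 0.0133, adjusted 0.0355), with 5 of 10 responder tumors above every non-responder tumor. This difference of 7.63 percentage points moved most when the 3 MHC genes left the signature, to 4.84 (exact p = 0.211). In aPD1 tumors the share was 30.3% ± 11.5 and 9.62% ± 3.14, and all 10 responder tumors lay above every non-responder tumor (exact p = 2.17e-05, the smallest these groups can give, adjusted 0.00026). The strain means ran from 27.95 to 31.84% and from 7.68 to 11.03%. That p takes tumors as independent, so it does not tell response class from other differences between these strains. Within pools 1 to 5 and pools 8 to 12 the difference was 21.5 (exact p = 0.00794) and 19.65 (exact p = 0.0159) with aPD1, and 6.71 (exact p = 0.151) and 8.73 (exact p = 0.111) with isotype, where neither batch alone passed the threshold.

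**Figure D2:**
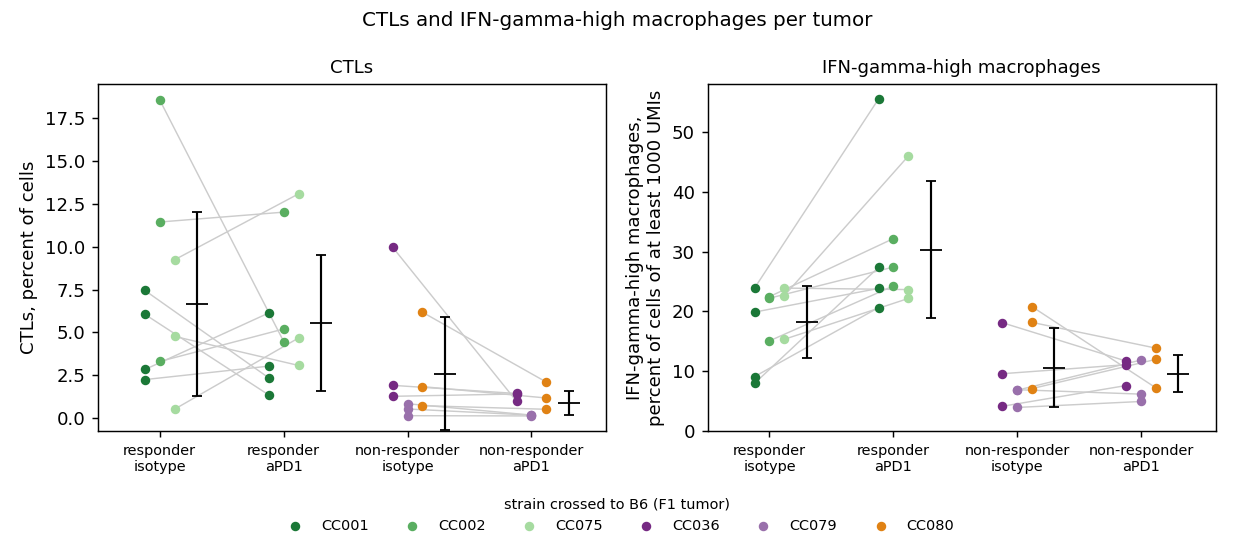
CTL share and IFN-γ-high macrophage share (% of cells) by response class and treatment; points are tumors colored by strain, grey lines join the isotype and aPD1 tumor of a strain and pool, and black bars are mean ± SD (n = 10 or 9). IFN-γ-high shares of aPD1 tumors ran from 20.65 to 55.5% in responder and from 4.96 to 13.9% in non-responder strains.

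The macrophage signature per tumor, on the log2(CPM + 1) scale, was 5.025 ± 0.30 in responder and 4.86 ± 0.49 in non-responder isotype tumors (exact p = 0.278, adjusted 0.417). The difference of 0.16 moved most without CC079, to −0.047, and was 0.36 without the 7 T and NK cell genes. In aPD1 tumors the signature was 5.41 ± 0.29 and 4.68 ± 0.21, with all 10 responder tumors above every non-responder tumor (exact p = 2.17e-05, adjusted 0.00026). Within pools 1 to 5 and pools 8 to 12 the aPD1 difference was 0.74 (exact p = 0.00794) and 0.68 (exact p = 0.0159), and the isotype difference 0.22 (exact p = 0.222) and 0.07 (exact p = 0.73). The log2 Cxcl9/Spp1 ratio, which the study followed as a marker of macrophage states, was −0.24 ± 1.54 and −1.17 ± 1.23 in isotype tumors (exact p = 0.133, adjusted 0.213), a difference of 0.93 that moved most without CC001, to 1.78 (exact p = 0.00759), and was lowest without CC079 (0.35). In aPD1 tumors the ratio was 0.81 ± 1.16 and −1.73 ± 0.93 (exact p = 0.00026, adjusted 0.00156), with 8 of 10 responder tumors above every non-responder tumor. Within batches the difference in ratio was 2.88 (exact p = 0.00794) and 2.05 (exact p = 0.0159) with aPD1, and 0.78 (exact p = 0.548) and 1.04 (exact p = 0.19) with isotype.

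**Figure D3:**
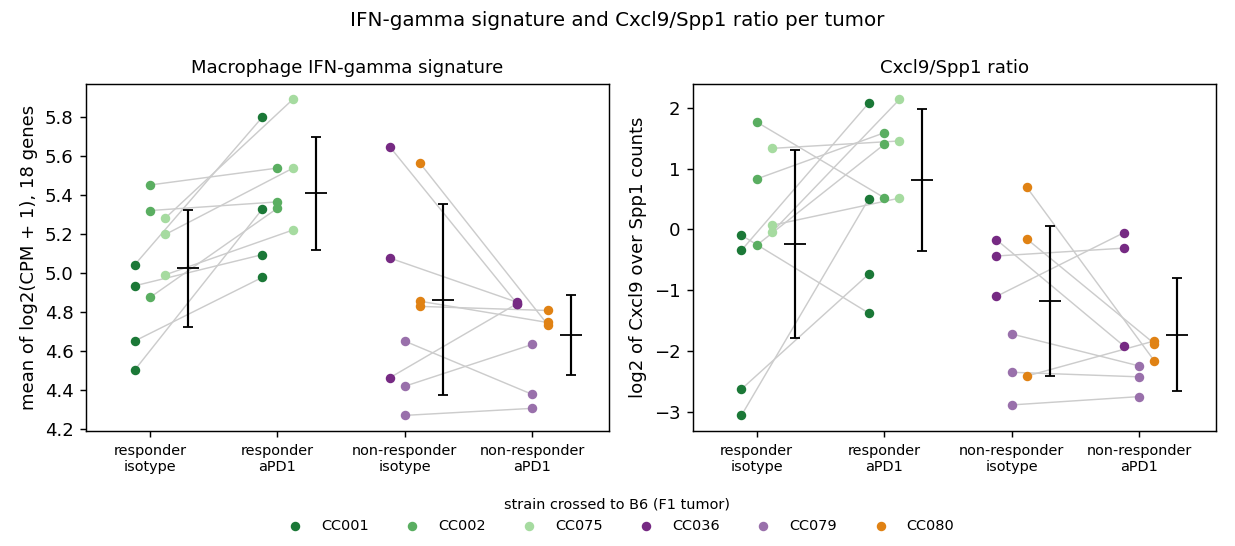
Macrophage IFN-γ signature (mean log2(CPM + 1) of 18 genes) and log2 Cxcl9/Spp1 ratio of all cells, by response class and treatment; points are tumors colored by strain, grey lines join the isotype and aPD1 tumor of a strain and pool, and black bars are mean ± SD (n = 10 or 9). The signature was higher with aPD1 in 10 of 10 responder pairs and in 3 of 9 non-responder pairs.

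The third question was what a single dose of aPD1 changes, and whether it changes more in responder strains. The CTL share was not detectably changed by aPD1 in responder strains (mean −1.10 percentage points, permutation p = 0.797, adjusted 0.832, higher in 6 of 10 pairs, whose median change was 0.680). In non-responder strains it fell by 1.70 (exact p = 0.297, adjusted 0.419), with a fall in 8 of 9 pairs, and the test with pairs as blocks gave p = 0.0117 (exact sign flips). The treatment effects of the classes differed by 0.598 (exact p = 0.315, adjusted 0.42). The IFN-γ-high macrophage share rose by 12.0 percentage points in responder strains (permutation p = 0.00507, adjusted 0.0174, higher in 9 of 10 pairs). In non-responder strains its mean change was −1.01 and its difference of medians 4.00 (exact p = 0.796, adjusted 0.832, higher in 5 of 9 pairs). The difference between these effects was 13.05 (exact p = 0.000974, adjusted 0.00468), and within pools 1 to 5 and pools 8 to 12 it was 14.8 (exact p = 0.0159) and 10.9 (exact p = 0.111). Without the 3 MHC genes the rise in responder strains was 7.98 (permutation p = 0.106).

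The macrophage signature rose by 0.38 with aPD1 in responder strains (permutation p = 0.00908, adjusted 0.0272) and its change was −0.18 in non-responder strains (exact p = 0.489, adjusted 0.587). The effects differed by 0.56 (exact p = 0.0021, adjusted 0.0084), and by 0.52 (exact p = 0.0317) in pools 1 to 5 and 0.61 (exact p = 0.111) in pools 8 to 12. The log2 Cxcl9/Spp1 ratio changed by 1.05 in responder strains (permutation p = 0.107, adjusted 0.183, higher in 8 of 10 pairs) and by −0.56 in non-responder strains (exact p = 0.436, adjusted 0.551, higher in 4 of 9 pairs). The effects differed by 1.61 (exact p = 0.035), which did not pass after adjustment (0.07), and by 2.095 (exact p = 0.0556) and 1.01 (exact p = 0.73) within the early and late pools. For CTLs the effects differed by 1.445 (exact p = 0.151) and −0.113 (exact p = 1) within these batches.

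Macrophage genes were then compared between response classes over both treatments. Of 11406 genes tested, 726 passed the threshold, 451 higher and 275 lower in responder strains. With libraries scaled by size alone the numbers were 311 higher and 499 lower, as this scaling moves the median of all genes by −0.05 (log2), so the balance of directions rests on the scaling. DESeq2 gave 942 genes, 722 of them shared, and edgeR with pools as blocks gave 938, 618 of them shared. With the batch (pools 1 to 6, or 7 to 12) as a term 1037 genes passed, 720 of them shared; pools 1 to 5 alone gave 246 genes and pools 8 to 12 alone 362. For 502 of the 726 genes every responder strain mean lay on one side of every non-responder strain mean. Of all tested genes 10.4% were so, and chance gives 10% for 3 against 3 strains. Neither value is a reference for the 726, which were selected for a class difference in these same tumors. The setting that moved the count most, 6 libraries summed per strain, left 3 genes.

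The named genes higher in macrophages of responder strains were Noc2l (chromosome 4, 156236010 to 156247616), by 0.48 ± 0.04 (log2, SE; adjusted p = 1.85e-10; 62.8 CPM in non-responder and 87.9 in responder strains), CAAA01118383.1, annotated on a scaffold outside the assembled chromosomes (15881 to 36183), by 0.59 ± 0.05 (adjusted p = 2.41e-10), and Lztfl1 (chromosome 9, 123694416 to 123717697), by 0.67 ± 0.08 (adjusted p = 6.57e-08). Those lower were Gm10260 (chromosome 13, 97760072 to 97760632), by −6.92 ± 0.31 (adjusted p = 2.41e-20; 733.6 and 5.97 CPM), Vill (chromosome 9, 119052778 to 119071525), by −0.89 ± 0.10 (adjusted p = 2.60e-08), and H2-DMb2 (chromosome 17, 34143307 to 34151555), by −1.52 ± 0.21 (adjusted p = 5.70e-06). All 6 are annotated as protein-coding genes. The sequence of Gm10260 matches Rps18 in 540 of 545 aligned bases, so reads of either gene can be counted for the other and its value is uncertain.

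Of the 14 listed genes 7 were tested in macrophages, and 5 passed when adjusted over the list alone against 2 over all genes tested. The 2 were Cxcl9 (chromosome 5, 92321347 to 92328079), higher by 1.16 ± 0.25 (adjusted p = 0.00287), and Il2rg (chromosome X, 101264378 to 101268255), higher by 0.41 ± 0.11 (adjusted p = 0.0161). Cd274 (0.81, adjusted p = 0.0856), Il2ra (0.82, adjusted p = 0.128, under 10 CPM) and Spp1 (−0.54, adjusted p = 0.206) passed over the list alone only. Csf2rb (−0.05) and Lag3 (0.02) passed in neither and changed sign with the setting. Of the 5 MHC genes 4 passed over all genes: H2-Eb1 (chromosome 17, 34305867 to 34316674), higher by 1.21 ± 0.15 (adjusted p = 7.61e-07), H2-Ab1 by 0.72 (adjusted p = 0.00577), H2-Aa by 0.59 (adjusted p = 0.0199) and H2-D1 by 0.36 (adjusted p = 0.00135). H2-K1 did not (0.12, adjusted p = 0.715). Haplotypes of these genes differ between the strains and reads were aligned to 1 reference, so their values are uncertain.

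In T/NK cells 149 of 6538 genes passed between response classes, 68 higher and 81 lower in responder strains, or 51 higher and 135 lower with libraries scaled by size alone. DESeq2 gave 223 genes, 144 of them shared. For 104 of the 149 the strains of a class were apart (7.83% of all tested genes), with the same limit from selection as in macrophages. Cd8a (chromosome 6, 71373427 to 71379173) was higher by 1.31 ± 0.20 (adjusted p = 6.90e-05; 183.7 CPM in non-responder and 458.6 in responder strains) and Cd8b1 (chromosome 6, 71322788 to 71337494) by 1.16 ± 0.18 (adjusted p = 7.97e-05). Rps18 (chromosome 17, 33951999 to 33956001) was higher by 0.935 ± 0.09 (adjusted p = 8.35e-10) and Gm10260 lower, by −6.72 ± 0.28 (adjusted p = 2.20e-22), with the uncertainty given above. Sulf2 (chromosome 2, 166073089 to 166155663) was lower, by −1.83 ± 0.22 (adjusted p = 3.78e-07), and Fry (chromosome 5, 150118645 to 150497753) by −1.09 ± 0.17 (adjusted p = 0.000137). Of the 13 listed genes tested, 6 passed when adjusted over the list alone and 2 over all genes: Cd8a and Pdcd1 (chromosome 1, 94038305 to 94052553), higher by 0.92 ± 0.19 (adjusted p = 0.00269). Ifng (1.27 ± 0.40, adjusted p = 0.0786), Lag3 (0.61, adjusted p = 0.1), Cxcl9 (1.29, adjusted p = 0.0642) and Spp1 (−0.87, adjusted p = 0.189) passed over the list alone only. The makeup of the T/NK cells differed between the classes: pooled over tumors, cluster 3 held 35.3% (isotype) and 32.0% (aPD1) of them in responder and 13.2% and 9.31% in non-responder strains, and cluster 8 held 16.1% and 16.6% against 19.6% and 32.4%. Differences of T/NK genes such as Cd8a, Pdcd1 and Ifng can come from this makeup, and were not computed within a cluster. T/NK values of Cxcl9 and Spp1 lie under the macrophage level (51.8 against 897.3 CPM, and 229.4 against 1250.0 CPM). In cluster 12 they were 534.2 and 536.6 CPM, and in the other T/NK clusters Cxcl9 ran from 5.89 to 18.6 CPM and Spp1 from 14.8 in cluster 13 to 607.7 in cluster 24, so free RNA of macrophages, which would bring both to all clusters, does not alone account for the Spp1 of cluster 24.

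With aPD1, no macrophage gene passed the threshold in edgeR in responder strains (11203 tested, 1476 at an unadjusted p under 0.05), while DESeq2 gave 23 genes. In non-responder strains none passed in edgeR (11408 tested, 164 at an unadjusted p under 0.05) or in DESeq2. In responder strains 3 of 7 listed genes passed when adjusted over the list alone and 0 over all genes: Cd274 rose by 0.90 ± 0.24 (adjusted p = 0.00805 over the list alone), Cxcl9 by 0.695 ± 0.28 (adjusted p = 0.0412) and Il2rg by 0.38 ± 0.14 (adjusted p = 0.0412), all in edgeR and over the list. All 5 MHC genes also rose over their list alone, from 0.17 for H2-D1 to 0.505 for H2-Eb1, and none over all genes. In non-responder strains none of 7 listed genes passed, over the list alone or over all genes.

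The interaction of treatment and response class was past the threshold for 1 of 11873 genes in edgeR. At an unadjusted p under 0.05 there were 1322 genes, and DESeq2 gave 6 genes past its threshold. Of 8 listed genes 2 passed when adjusted over the list alone and 0 over all genes: Spp1 (−1.005) and Cd274 (1.12). The 5 MHC genes did so too, between 0.27 for H2-D1 and 0.73 for H2-Aa.

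**Figure D4:**
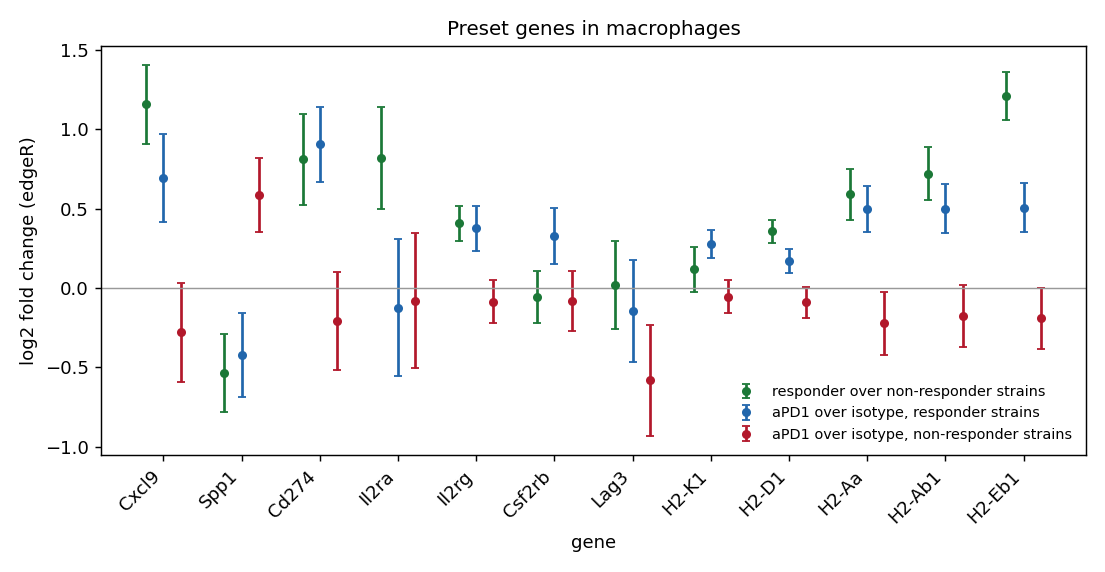
Log2 fold changes ± SE from edgeR of 12 genes fixed in advance, in macrophages, for responder against non-responder strains (n = 20 and 18 tumors) and for aPD1 against isotype in responder (n = 20) and non-responder strains (n = 18). With aPD1, Cd274 is at 0.90 in responder strains and −0.21 in non-responder strains.

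Ifng was then followed to its cells. Of 23617 Ifng UMIs (chromosome 10, 118441046 to 118445892), 98.9% were in T/NK clusters, 73.5% in clusters 3 and 13, and 52.3% in cluster 13; macrophages had 0.555 CPM. Across 10 comparisons of Ifng levels and CTL clusters between response classes, 3 passed after adjustment, all with aPD1. Ifng of all cells, log2(CPM + 1), was 6.15 ± 1.55 (n = 10) in responder and 3.49 ± 1.89 (n = 9) in non-responder strains (exact p = 0.00567, adjusted 0.0189). The share of cluster 3 was 4.81% ± 3.81 and 0.669% ± 0.594 (exact p = 8.66e-05, adjusted 0.000866), and that of cluster 13 was 0.727% ± 0.323 and 0.233% ± 0.172 (exact p = 0.0021, adjusted 0.0105). Ifng per CTL did not differ detectably (0.63 with aPD1, exact p = 0.549, adjusted 0.549). This value mixes clusters 3 and 13, with 534.3 and 6314 CPM of Ifng. Pooled over aPD1 tumors, cluster 13 held 13.2% of CTLs in responder and 25.6% in non-responder strains. The CC079 aPD1 tumors had only 3, 3 and 4 CTLs. A difference within a cluster can therefore not be excluded. In isotype tumors cluster 3 made up 5.04% ± 3.70 and 2.29% ± 3.11 (exact p = 0.0435, adjusted 0.109) and cluster 13 1.60% ± 2.09 and 0.316% ± 0.240 (exact p = 0.0789, adjusted 0.131).

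Relations between CTLs, Ifng and the macrophage signature were computed within each class, 12 in all, and were chosen only after the results above were seen. Over the 18 non-responder tumors the CTL share and the signature had r = 0.867 (permutation p = 1e-05, the smallest the 100000 permutations can give, adjusted 0.00012) and rho = 0.775 (permutation p = 0.00036), and r = 0.706 without the 2 tumors farthest from the median CTL share. The signature holds 7 T and NK cell genes, which RNA of T cells in macrophage droplets would raise along with the CTL share; without them r was 0.713 (permutation p = 7e-05, adjusted 0.00084; rho 0.738, permutation p = 0.00061; 0.594 without the 2 farthest). Within pools 1 to 5 and pools 8 to 12 r was 0.944 and 0.885. Over the 20 responder tumors r was 0.368 (permutation p = 0.111, adjusted 0.167), rho 0.397 (permutation p = 0.0842) and r without the 2 farthest 0.147 (0.263 without the 7 genes, permutation p = 0.263); within batches it was 0.383 and 0.343. Whether the 2 relations differ was not tested. Ifng of all cells and the signature had r = 0.696 (permutation p = 0.00065, adjusted 0.0026; rho 0.779, permutation p = 8e-05; 0.704 without the 2 farthest) over responder and r = 0.844 (permutation p = 5e-05, adjusted 0.0003; rho 0.833, permutation p = 0.00011; 0.693 without the 2 farthest) over non-responder tumors. Within pools 1 to 5 and pools 8 to 12 these were 0.722 and 0.653 over responder and 0.946 and 0.632 over non-responder tumors. These permutations take tumors as independent, although tumors share strains and pools. Between aPD1 minus isotype pairs, where both tumors are of the same strain and pool, the relation of Ifng and the signature had r = 0.237 over responder pairs (permutation p = 0.514, adjusted 0.617, rho 0.164 with permutation p = 0.657, −0.003 without the 2 farthest), so the relation over responder tumors was not seen there. Over non-responder pairs r was 0.725 (exact p = 0.027, adjusted 0.0465, rho 0.667 with exact p = 0.0589, 0.855 without the 2 farthest), but 0.613 without the 7 genes (exact p = 0.0791, adjusted 0.136). For Ifng in T/NK cells alone r was 0.624 over responder tumors (permutation p = 0.00361, adjusted 0.00866; rho 0.644, permutation p = 0.00292; 0.504 without the 2 farthest) and 0.515 over non-responder tumors (permutation p = 0.0271, adjusted 0.0465; rho 0.55, permutation p = 0.02; 0.486 without the 2 farthest). Over pairs it was 0.172 in responder strains (permutation p = 0.63; rho 0.127, permutation p = 0.732; 0.156 without the 2 farthest) and 0.21 in non-responder strains (exact p = 0.583; rho 0.417, exact p = 0.27; 0.001 without the 2 farthest).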

Values the study reported

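The study profiled 20 tumors of responder strains and 18 of non-responder strains and recovered about 76,000 cells from them. Across its whole dataset it kept 93,126 cells and counted 26,938 genes that were seen in 1 or more cells. Its cytotoxic CTL subcluster expressed Ifng at more than 34-fold the level of other cells. Subclusters 2, 5 and 26 held 82% of the macrophages that scored high for the IFN-γ signature.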

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

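The values without thinning, without the T and NK cell or MHC genes, from macrophage counts alone, by DESeq2, with no filter, with pairs as blocks and without single strains were planned, and the test of doublets in the CC075 tumor was set before its result was seen; the use of the planned values to weigh explanations, and the other tests in this part, were chosen only after the results were seen.

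One tumor lay far from the others of its group. In the CC075 aPD1 tumor of pool 9, macrophages made up 49.97% of cells (955 of 1911, 95% Wilson interval 47.7 to 52.2%, counting error only), while the nearest of the other 9 responder aPD1 tumors was at 64.7%. It was the only one out of place among 24 groups tested by gap over range, and chance alone sets a sample apart in about 1 in 20 groups. Few recovered cells or low depth are argued against: the tumor had 1911 cells (others 1626 to 2838) and a median of 2944 UMIs per cell (others 2831.5 to 4593). Doublets, or cells with RNA of both types, were predicted to raise its share of cluster 12, and that share was indeed higher, 2.15% against 0.270 to 0.846%. Yet macrophages and cluster 12 together reach only 52.1%, so they cannot be the whole cause; this comparison of sizes was made afterwards. Its T/NK share was 35.6% (33.5 to 37.8%), above the 24.6% of the next tumor, and 13.1% of its cells were CTLs. A tumor rich in T cells, uneven sampling of the tumor and a change in dissociation or sorting stay open, and none was tested.

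The effect of aPD1 on IFN-γ-high macrophages differed between response classes, by 13.05 percentage points, with a rise in 9 of 10 responder and 5 of 9 non-responder pairs. Depth changed in opposite directions in the classes: the median UMIs per macrophage had a mean change of −259 in responder pairs (a rise in 2 of 10, exact p = 0.41) and of 616 in non-responder pairs (a rise in 6 of 9, exact p = 0.0781). Depth per cell is argued against as the whole cause, since the 13.05 was found in cells thinned to equal depth, and without thinning the difference was 12.7 (exact p = 0.00567). The labels give no processing date, and pools 1 to 6 and 7 to 12 are taken as library batches by pool number, without a break located between them. A difference between these batches is argued against as the whole cause, since the difference was 14.8 within pools 1 to 5 and 10.9 within pools 8 to 12, although only the first passed its test (exact p = 0.0159 and 0.111); finer batches were not tested. Isotype and aPD1 tumors shared no hashtag, so a change with treatment cannot be told apart from a change of hashtag. Hashtags also mostly follow the response class within a treatment, with 4 of 38 tumors as the exception. Among these, the CC036 aPD1 tumor of pool 8 had a share of 11.1%, inside its own class (4.96 to 13.9%) and outside the other (20.65 to 55.5%), and the CC002 aPD1 tumor of pool 12 had 32.2%, again inside its own class, so the share followed the strain and not the hashtag in both. More cells were recovered from responder tumors with aPD1 (mean change 686 cells, 9 of 10 pairs, exact p = 0.00586), and whether this bears on the share was not tested. The makeup of the macrophages moved as well: pooled over tumors, cluster 2 went from 22.7% (isotype) to 31.3% (aPD1) of macrophages in responder and from 23.8% to 27.6% in non-responder strains, and cluster 26 held 28.3% and 27.4% of IFN-γ-high macrophages in responder against 20.4% and 12.0% in non-responder strains. A shift between clusters is argued against as the whole cause of the rise in responder strains. Pooled over tumors, high macrophages went from 2616 among 11641 macrophages to 6153 among 16247. Cluster 26 fell from 30.6% to 27.6% of macrophages yet held nearly the same part of the high ones, so its high cells per macrophage rose. Cluster 2 held 29.9% and 40.8% of the high ones, so a shift may add to the rise. Rates in the other clusters and their spread between tumors were not computed. A difference between the classes in the reaction of macrophages to aPD1 stays open, as does any other property in which these 6 strains differ. It is a hypothesis, found and tested on the same tumors.

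The effect of aPD1 on the macrophage signature also differed between classes, by 0.56. RNA of T and NK cells in macrophage droplets is argued against as the whole cause, since the difference was 0.50 without the 7 T and NK cell genes. Without the 3 MHC genes the difference was 0.56 (exact p = 0.00567), which is no test of constant strain differences in these genes, since they cancel in changes within a strain. For the log2 Cxcl9/Spp1 ratio the effects differed by 1.61, an unadjusted call only. RNA of cells other than macrophages is argued against as its source, since macrophage counts alone gave 1.77 (exact p = 0.022). The difference in the ratio was 2.095 within pools 1 to 5 (exact p = 0.0556) and 1.01 within pools 8 to 12 (exact p = 0.73), so neither passes alone. The difference between strains that the design names stays open for both.

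Among single genes the interaction was past the threshold for 1 gene. Regrouping the 19 tumor pairs gave as many genes in 2 of 30 regroupings, the real one included, so chance cannot be excluded. Leaving out CC001, CC036, CC075, CC079 or CC080 gave 0 genes, as did leaving out clusters 15 and 19, and leaving out CC002 gave 1. DESeq2 gave 6 genes, no filter 2 and leaving out the 2 tumors of 1 identifier 2, each with 1 shared, while pairs as blocks gave 1 that was not shared. No technical explanation was tested for it.

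Tumors of B6 hosts, which the comparisons do not use, held IFN-γ-high macrophages as well. IFN-γ-high macrophages made up 22.6% ± 10.35 (n = 3) of cells in isotype and 30.1% ± 3.91 (n = 3) in aPD1 B6 tumors, higher with aPD1 in 2 of 3 pools. The B6 macrophage signature was nearly level (5.30 with isotype, 5.34 with aPD1), and the log2 Cxcl9/Spp1 ratio was 1.15 and 1.35, each higher with aPD1 in 2 of 3 pools, while the CTL share changed by −1.98 percentage points and was higher in 1 of 3. No test was run on these 3 pairs. Depth per cell is argued against as the whole cause of the high shares in the aPD1 tumors. These 3 shares too rose with the median UMIs, 26.25, 29.97 and 34.08% at 2098.5, 3204 and 7007, so depth may add to them. In cells thinned to equal depth the lowest B6 share was 26.25% (pool 6, at a median of 2098.5 UMIs per cell, where classed tumors had 2258 to 5652), above the highest non-responder aPD1 tumor (13.87%). For the isotype tumors a difference in depth per cell cannot be told apart from a difference between strains: the lowest thinned share was 15.2%, under the highest non-responder isotype tumor (20.8%), and the 3 shares rose with the median UMIs, 15.2, 18.25 and 34.45% at 1921.5, 3208 and 4604. All B6 tumors came from pools 6, 7 and 8, so pool and strain stay open for both. The isotype mean of 22.6% rests on the pool 7 tumor of 345 cells, and the other 2 tumors lay under the responder mean of 18.3% and above the non-responder mean of 10.6%.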

How the results depend on the processing

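The alternatives chosen only after the results were seen were leaving out the 2 tumors of 1 animal identifier, leaving out the tumor of under 500 cells, dropping macrophage clusters 15 and 19 or T/NK cluster 12, adding cluster 1 to the CTLs, high macrophages of clusters 2, 5 and 26, and 6 libraries summed per strain; the other tests in this part were planned.

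Of 301 alternatives to the 24 differences in shares, signature and ratio, 260 kept direction and side of the unadjusted threshold, 25 fell to the other side of it, 3 passed it newly and 13 changed direction. Of 67 alternatives to the 5 counts of genes 45 stayed within 1.5 times, 11 were lower and 11 higher. Of 1075 alternatives to 78 fold changes of named genes 970 kept direction and call, 39 lost it, 20 gained it and 46 changed direction. Some settings could give no value and have no line in these counts, such as genes that a stricter setting no longer tests, and the IFN-γ-high share of cells of at least 1000 UMIs, which is the same by construction. Strain means, 3 against 3, cannot give p under 0.1, so only their direction was compared. Depth limits the IFN-γ-high share to cells of at least 1000 UMIs, and genes of a few CPM in macrophages, such as Il2ra and Lag3, to values of large error. Unless a cause is given below, the cause was not tested. Ranges below are over single strains left out in turn, and values of other alternatives can lie outside them.

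With aPD1, the differences between response classes in CTL share, IFN-γ-high share, signature and ratio kept their call under all alternatives for the processing. Within pools 8 to 12 alone the CTL difference was 4.24 (exact p = 0.0635) and did not pass. Without each strain in turn they ranged from 3.91 to 6.185 percentage points, 19.65 to 21.7, 0.60 to 0.81 and 2.165 to 3.02. The T/NK difference of aPD1 tumors ranged from 6.06 to 10.9 and lost its call without CC002 (6.91, exact p = 0.114) or CC079 (6.06, exact p = 0.147). The macrophage difference ranged from −10.5 to −4.56 and lost its call without CC002 (−6.45), CC075 (−5.93) or CC079 (−4.56), and without clusters 15 and 19 (−6.27, exact p = 0.156).

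In isotype tumors less held. The T/NK difference changed sign with pools as blocks (0.118) and without CC001 (1.80), CC036 (1.01), CC075 (0.338) or CC080 (1.01), and ranged from −5.71 without CC079 to 1.80. The macrophage difference ranged from −0.231 without CC001, a change of sign, to 8.30. The CTL difference lost its call with CTLs defined by UMIs (3.50, exact p = 0.0947), with pools as blocks (3.55, exact p = 0.0781), without the 2 tumors of 1 identifier (3.94, exact p = 0.0676), without the tumor of under 500 cells (2.72, exact p = 0.077), and without CC001 (5.37), CC002 (2.13), CC079 (2.99) or CC080 (4.196), its range being 2.13 to 5.37. The IFN-γ-high difference lost it without the MHC genes (4.84, exact p = 0.211) and without CC079 (5.27, exact p = 0.118); over strains left out it ranged from 5.27 to 9.99. The signature difference ranged from −0.047 without CC079, a change of sign, to 0.32, and the ratio from 0.35 to 1.78, newly past the threshold without CC001 (1.78, exact p = 0.00759).

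For aPD1 against isotype, the CTL change in responder strains ranged from −2.48 to 0.0828 over strains left out and turned positive without CC002 (0.0828) and also without the tumor of under 500 cells (0.2196). In non-responder strains it ranged from −2.38 to −0.997, more than 1.5 times smaller in size without CC036 (−0.997), and passed the threshold with pairs as blocks (−1.70, exact p = 0.0117). Its difference between classes ranged from −0.775 to 1.78 and changed sign without CC036 (−0.106) or CC075 (−0.775). The IFN-γ-high rise in responder strains ranged from 8.99 to 13.75 over strains left out. It lost its call without CC002 (13.75, p = 0.0728 by exact enumeration, with 7 tumors in each group) and, below that range, without the MHC genes (7.98). The change in non-responder strains ranged from −2.40 to 0.645 and turned positive without CC080 (0.645) or without the 2 tumors of 1 identifier (0.229). The difference between these effects ranged from 10.0 to 14.8 over strains left out and was 8.73 without the MHC genes (exact p = 0.0101). It kept its call except without pairing, where the value is the same, 13.05, and the spread between pools stays in the test (p = 0.0615 by permutation). The signature ranged from 0.29 to 0.46 in responder strains, −0.27 to −0.11 in non-responder strains and 0.48 to 0.65 for their difference, with no call changed. The ratio ranged from 0.65 to 1.33 in responder strains, passing the threshold without the tumor of under 500 cells (1.27, exact p = 0.0435), and from −0.76 to −0.17 in non-responder strains, where it was −0.17 without CC080. Its difference between classes ranged from 1.21 to 1.89 over strains left out and lost its call without pairing (1.61, p = 0.112 by permutation), without the 2 tumors of 1 identifier (1.12, exact p = 0.133) and without CC001 (1.21), CC075 (1.67), CC079 (1.81) or CC080 (1.22). Pools or pairs as blocks changed no other call among these differences.

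Macrophage genes between classes numbered 557 to 882 without each strain in turn, 6 with strains as replicates and 3 with 6 libraries, where fewer replicates leave fewer calls by construction. T/NK genes numbered 81 to 293: 81 without CC002, 285 without CC036, 260 without CC075 and 293 without CC080. There were 294 with no filter beyond 1 count, 291 with pools as blocks, 6 with strains as replicates and 3 with 6 libraries. For aPD1 in responder strains 23 genes passed with DESeq2, 9 with no filter and 1 with pairs as blocks, and leaving out strains gave 0 throughout (0 to 0). In non-responder strains it was 0 under every alternative run. The interaction gave 6 genes with DESeq2, 2 with no filter, 2 without the 2 tumors of 1 identifier and 0 without clusters 15 and 19; without each strain it gave 0 to 1, with 0 without CC001, CC036, CC075, CC079 or CC080.

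Among named genes, fold changes near 0 changed sign. In macrophages between classes, Csf2rb (−0.05) was 0.027 with strains as replicates, 0.048 with 6 libraries, 0.16 without CC001 and 0.15 without CC036 (range −0.22 to 0.16). Lag3 (0.02) was −0.033 with DESeq2, −0.036 by library size, −0.002 with no filter, and −0.14, −0.35 and −0.05 without CC002, CC079 and CC080 (range −0.35 to 0.47). H2-K1 (0.12) was −0.175 without CC036 and 0.49, newly past the threshold, without CC080. In T/NK cells, Cd274 (−0.12) was 0.012 with 6 libraries and 0.06 without CC001 (range −0.26 to 0.06). Il2rb (−0.01) was 0.025 with no filter, 0.033 with pools as blocks, 0.029 with strains as replicates and 0.034 with 6 libraries, and 0.063, 0.054 and 0.067 without CC001, CC036 and CC080 (range −0.14 to 0.067). Il2rg (−0.09) was 0.06 without CC075 and 0.18 without CC079 (range −0.305 to 0.18), Tox (0.12) −0.089 without CC079 (to 0.33 without CC036), and H2-D1 (−0.10) 0.19 without CC079 (from −0.24 without CC080). H2-Aa (0.19) was −0.16 without CC002 and −0.06 without CC036 (to 0.43), and H2-Ab1 (0.10) −0.091 with pools as blocks, −0.33 without CC002 and −0.19 without CC036 (to 0.44).

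With aPD1 in macrophages of responder strains, Il2ra (−0.12) was 0.082 with pairs as blocks, 0.054 without marked doublets, 0.057 without clusters 15 and 19 and 0.23 without CC075 (from −0.54 without CC001). In non-responder strains, leaving out CC080 gave Cxcl9 0.20, Cd274 0.22, Il2ra 0.37 and Csf2rb 0.13, and leaving out CC036 gave Il2rg 0.024 and H2-K1 0.055; their lowest values were −0.645, −0.495, −0.37, −0.21, −0.26 and −0.135. Il2ra was 0.23 there without the 2 tumors of 1 identifier. For the interaction, Il2ra (−0.04) was 0.22 with pairs as blocks, 0.12 without marked doublets, 0.16 without clusters 15 and 19, and 0.25, 0.31 and 0.09 without CC036, CC075 and CC079 (from −0.50 without CC080).

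Single strains also decided calls of named genes. In macrophages between classes, Cxcl9 lost its call without CC079 (0.92), Il2rg without CC036 (0.335) or CC075 (0.37), H2-Aa without CC002 (0.51), CC036 (0.57) or CC079 (0.385), and H2-Ab1 without CC002 (0.605) or CC079 (0.52). Without CC001, Spp1 (−1.04), Cd274 (1.096) and Il2ra (1.02) passed, and Cd274 also without CC036 (1.04). In T/NK cells, Cxcl9 passed without CC001 (1.46) or CC075 (1.47), Ifng without CC001 (1.715) or CC036 (2.19), Lag3 without CC001 (0.80) or CC036 (0.96), Spp1 (−1.31) and H2-K1 (−0.47) without CC036. With strains as replicates or 6 libraries, 11 of the named macrophage genes lost their call through the fewer replicates.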

Other observations

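In this part the values without the MHC genes were planned, and the tests of a variant at H2-Eb1 and of the MHC genes in the isotype tumors were set before their results were seen; the other tests, with the use of the value without MHC genes in aPD1 tumors, were chosen only after the results were seen.

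Ifng in cluster 13 was 231-fold that of all other cells together (summed counts), or 164-fold by the mean per cell. That is higher than the bound quoted from the study above, and how that bound was computed is not given in the sources used here.

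Other splits of the tumors show how far chance reaches. For the 726 macrophage genes between response classes, 2 of 60 regroupings of tumors gave as many genes, the real one included (largest other 1028), and 1 of 30 regroupings within pools did, so a random grouping of tumors is argued against. For the 149 T/NK genes it was 1 of 60 and 1 of 30. Regrouping strains is the harder test. There 5 of 10 splits of the 6 strains gave as many macrophage genes, and 5 of 10 as many T/NK genes, and since 10 splits never give a share under 0.1, an arbitrary grouping of strains cannot be told apart from a grouping by response. For aPD1 against isotype the count in edgeR was 0 (1476 genes at an unadjusted p under 0.05 and 23 by DESeq2 in responder strains, 164 and 0 in non-responder strains). Every regrouping reaches 0 by construction, 60 of 60 and, within pairs, 30 of 30 in both classes, so regrouping decides nothing there.

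The split of strains with the most macrophage genes was CC036, CC075 and CC080 against CC001, CC002 and CC079, with 4198 genes, and the next was CC001, CC079 and CC080 against the rest, with 3500. Library batches are a candidate cause of the former. Within CC001, CC002 and CC080, the strains found in both batches, 1696 genes differed between late pools (6 tumors) and early pools (14 tumors). These late tumors were all of pools 11 and 12, and the early ones of pools 1 to 5. Of the genes of the split 87.5% went the same way there, against 74.2% of all genes. For the 726 genes between response classes that share was 39.9%, under the 52.9% of all genes, so a difference between these late and early pools is argued against as their cause. Other batches were not tested in this way.

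Genes of the macrophage comparison between classes lie beside each other on the genome more often than a random draw. There were 117 pairs of neighbours, against a mean of 45.1 and a maximum of 68 in 1000 permutations (p = 0.000999, the smallest they can give), a ratio of 2.59. As many genes of smallest p for aPD1 in responder strains, where haplotypes cannot act in the same way, gave 70 pairs, also above every permutation (maximum 65, permutation p = 0.000999), a ratio of 1.495, so neighbours beyond chance arise without haplotypes too. The T/NK genes gave 13 pairs (maximum 11, permutation p = 0.000999), a ratio of 4.04 from few pairs. Haplotypes that the strains of a class share may lie behind part of the excess over the aPD1 list, beside or in place of a difference tied to response. The MHC region (chromosome 17, 33996017 to 37483552) held 38 passing genes of 106 tested, or 35.85%, against 6.06% elsewhere (Fisher's exact p = 1.67e-19, where neighbouring genes are not independent). In T/NK cells it held 2 of 61 (Fisher's exact p = 0.65).

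Gm10260 and Rps18 went opposite ways between the classes. A candidate explanation is a strain variant by which reads of Rps18 fit its copy Gm10260 better. It needs their sum to be level, and the sum differed by −0.15 ± 0.31 (log2, mean ± SD within pool and treatment, 16 pairs, higher in 5) in macrophages and by 0.11 ± 0.28 in T/NK cells, against −6.74 ± 0.69 for Gm10260 and 0.55 ± 0.32 for Rps18 in macrophages. CC007 tumors had 675 CPM of Gm10260 and B6 tumors 2.60, so its level also differs among strains of no class. Reads were not aligned to strain sequences here, and a true difference in expression was not excluded.

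H2-Eb1 was higher in macrophages of responder strains. If a variant at H2-Eb1 or beside it were the cause, H2-Eb1 would exceed Cd74, a gene under the same control, in other cell types too. In cDC2 of isotype tumors the difference beyond Cd74 was 0.615 (log2, SD 0.52, 7 of 7 pools, exact p = 0.0156), in macrophages 0.61 (7 of 8 pools, exact p = 0.0156) and in cDC1 0.69 (4 of 4 pools, exact p = 0.125, the smallest 4 pools can give). H2-Eb1 itself differed by 0.512 in cDC2 (5 of 7 pools, exact p = 0.109), where Cd74 differed by −0.103. It differed by 0.894 in macrophages (7 of 8 pools, exact p = 0.0156) and by 0.784 in cDC1 (4 of 4 pools, exact p = 0.125). In cDC2 the call thus rests on the comparison with Cd74. For H2-Aa the difference beyond Cd74 was 0.03 in macrophages, 0.08 in cDC2 and 0.009 in cDC1. For H2-Ab1 it was 0.12 in macrophages (4 of 8 pools, exact p = 0.227), 0.19 in cDC2 (6 of 7 pools, exact p = 0.0312) and 0.07 in cDC1 (3 of 4 pools), so a smaller excess in cDC2 is not confined to H2-Eb1. A host variant, in expression or in how its reads align, is consistent with this, and a role of IFN-γ in the rest of the macrophage difference stays open. H2-DMb2 was lower in macrophages in 8 of 8 pools (−1.56) with −0.07 in cDC2 and −0.50 in cDC1 (lower in 3 of 4 pools, exact p = 0.375), and no explanation was tested for it.

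Such MHC differences bear on the IFN-γ-high share, as 3 of the 18 signature genes are MHC genes. Among isotype tumors the difference between classes fell from 7.63 to 4.84 percentage points without them (exact p = 0.211). Of the 56 sets of 3 other genes (neither MHC nor T and NK cell genes), 0 lowered it as much (6.34 to 8.92, highest exact p = 0.022). Strain differences in the MHC genes cannot be told apart from induction of these genes, because the rise with aPD1 within responder strains, where the strain cancels, kept a like share of its size without them (66.3% against 63.5%). Among aPD1 tumors the difference was 13.6 without the MHC genes (exact p = 2.17e-05), so these strain differences are argued against as its whole cause.

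The macrophage signature was higher with aPD1 in all 10 responder pairs, and CTLs are a candidate source of the IFN-γ behind it. More CTLs were not seen in these pairs as a whole, and the changes in CTL share and signature had r = 0.314 (permutation p = 0.388, adjusted 0.517, rho 0.382 with permutation p = 0.277, −0.082 without the 2 farthest), or 0.112 (permutation p = 0.756) without the 7 T and NK cell genes of the signature. Ifng per CTL changed by 0.46 (log2, 7 of 10 pairs, exact p = 0.334, adjusted 0.557). Pooled over responder tumors, cluster 13 went from 20.7% of CTLs with isotype to 13.2% with aPD1. Its Ifng is 6314 CPM, against 534.3 in cluster 3, so this makeup would lower Ifng per CTL. The change within each cluster was not computed. With 10 pairs and this spread neither more CTLs nor more Ifng per CTL can be told apart from no change. Over the 9 non-responder pairs r was 0.816 (exact p = 0.00277, adjusted 0.00831, rho 0.817 with exact p = 0.0108, 0.69 without the 2 farthest). Without the 7 genes it was 0.683 (exact p = 0.0353, adjusted 0.0706, rho 0.867 with exact p = 0.00451, 0.681 without the 2 farthest), so it does not pass after adjustment.

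Xist, the RNA of the inactive X chromosome (chromosome X, 103460366 to 103483254), was nearly absent in the CC080 aPD1 tumor of pool 4, with 23 of 5395653 macrophage UMIs, or 4.26 CPM. The other 47 tumors had 317 to 731 CPM, and the other tumor of the same animal identifier 614 CPM. Of its cells with a Xist UMI there were 1.29% of macrophages (0.818 to 2.03%), 1.85% of T/NK cells (0.722 to 4.66%) and 0.980% of cDC2 (0.173 to 5.35%), against 73.1%, 68.5% and 75.2% in the other tumors of the strain. A male animal is argued against by 0 UMIs of Ddx3y, Kdm5d and Uty. A strain label swapped among these strains would not give the pattern, since the other 47 tumors, of every strain, had Xist. The check of labels therefore does not bear on it: 47 of 47 tumors tested, this one among them, were nearest to their own strain over 100 genes. A female animal with a single X chromosome in its blood cells is a candidate explanation: its X-linked share of macrophage UMIs was 4.26%, inside the 3.84 to 4.45% of the other tumors of the strain, as 1 active X would give. No genotype was analysed here.

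Cluster 12 carried markers of T cells and macrophages. Doublets, or T cells with macrophage RNA, are consistent with it: 53.3% of its 535 cells had both Lyz2 and a Cd3 gene, against 10.4% of other T/NK cells and 0.958% of macrophages. Its median doublet score was 0.277 against 0.0263, and its median depth 3805 UMIs against 1874. A macrophage that took up T cells would look alike.

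T/NK shares were high in tumors of few recovered cells. The CC036 isotype tumor of pool 8 (833 cells) had 45.7% (42.4 to 49.1%) and the CC002 isotype tumor of pool 12 (248 cells) 36.3% (30.6 to 42.4%). The relation of log10 cells and T/NK share had r = −0.555 over non-responder tumors (permutation p = 0.0453, adjusted 0.0654, rho −0.051 with permutation p = 0.843) and r = −0.466 over responder tumors (permutation p = 0.0654, adjusted 0.0654, rho 0.039 with permutation p = 0.873). Without the 2 farthest tumors r was 0.214 and 0.148, so it rests on those tumors and cannot be told apart from chance.

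CC007 tumors, of no class, had IFN-γ-high shares of 24.7% ± 14.5 with isotype and 17.85% ± 16.7 with aPD1 (2 pools, lower with aPD1 in both), and 1 of the aPD1 tumors had 53 cells.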
